A study of Mus musculus with 6 samples. Its data were reported in "Redistribution of H3K27me3 upon DNA hypomethylation results in de-repression of Polycomb target genes" (2013).

How the data were processed

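RNA from mouse embryonic fibroblasts (MEFs) was measured on Illumina whole-genome mouse BeadChips, single-colour expression arrays on which each probe is a bead type that binds part of 1 transcript. The 6 samples fall into 2 groups of 3 by their titles: Dnmt1+/+ MEFs and Dnmt1-/- MEFs. Dnmt1 encodes the maintenance DNA methyltransferase. Per the study's methods the Dnmt1-/- cells carry a hypomorphic allele on both chromosomes, and both kinds of MEFs lack Trp53. The labels do not say whether the replicates were separate cultures, so p-values measure the spread between these samples, which may be technical. Each genotype is 1 cell line as far as the sources say, so genotype and line cannot be told apart.

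The authors deposited a raw table with a probe intensity on a linear scale and a detection p-value for each probe and array, and a table of processed values. Per the labels and the study's methods, the processed intensity values were made by the authors with lumi (version not given) by background subtraction that forces positive values, a variance-stabilizing transformation and robust spline normalization. They are on a linear scale with array medians of 103 to 104, so the transformation was undone at some step or the order of steps differs from that listed, and which of these holds is not settled by the sources used here. Each processed column ranks the probes as its raw column does (rank correlation 1). A fold change was computed in the study from mean signals, and groups of genes were compared on the expression arrays with a Wilcoxon rank sum test.

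Here the raw intensity table was used. It holds 45281 probes. Values were processed with neqc of limma 3.58.1 in R 4.3.3, which fits a normal plus exponential model with the mean and SD of negative controls inferred from the detection p-values, adds an offset of 16, quantile normalizes and takes log2. Probes with a detection p under 0.01 on at least 3 of the 6 arrays, whatever their group, were tested. These were 15795 probes (34.9%). A tested probe with no gene name was counted among the probes only (2168, of which 374 passed). The test was limma lmFit and eBayes, two-sided, with group as the only term and Benjamini-Hochberg adjustment over all probes tested. A probe or gene is said to rise or fall where adjusted p is under 0.05. Of all probes 34885 are paired with 1 gene symbol, 18 with several and 10378 with none in the platform annotation used here. Entrez identifiers of 34807 probes matched the mouse RefSeq gene table, 78 did not, and 0 symbols needed updating. A gene was represented by its tested probe with the highest mean over the 6 arrays, which gave 8716 genes. Of 3379 genes with more than 1 tested probe, 403 had probes that differed in call and 2, Dnase2a and Nme7 (named after their values were seen), had probes called in opposite directions. Trp53 is not analysed here.

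A gene with no probe above background (detection p under 0.01) on any array of a group has only a bound there. Its fold is given as "at least", from the mean of the bright group against the mean, over the dim group's arrays, of the higher of the lowest detected signal and the probe's own signal. Where a gene was above background on some arrays of its lower group, its other arrays there were treated alike, and its fold is also given as "at least". Folds and bounds hold for this processing and are not minima under another. With the authors' processed values, 318 probes were at least 2-fold higher and 170 lower, against 867 and 508 here. The largest rises and falls were ranked by fitted differences.

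Gene lists (36) were fixed before the data were examined, and the 30 with at least 3 tested genes were tested with camera, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 30 lists. Of 8 lists called, 1 (germline genes) was also called with an estimated correlation. The Hox comparisons are permutation tests over genes with 100000 resamples, two-sided, adjusted over 2 tests, and genes are not independent replicates. Genes named in the text follow a rule fixed before the data were examined: Dnmt1 and Trp53, the genes the study assayed by qRT-PCR, the 12 largest rises and 12 largest falls among genes that passed with all arrays of the groups apart, up to 4 passing members of each list with the largest differences, all tested members of lists with 6 or fewer, and the Hox genes. RIKEN and other clone names were counted and not named. Genes named outside it are said to have been chosen after their values were seen.

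The steps were tested on simulated data. In 45281 simulated probes with 200 changed, of which 16962 passed the filter, limma found 81.8% of those changed 4-fold, 59.7% of those changed 2-fold and 28.4% of those changed 1.5-fold, with 3 false calls and 0 calls in the wrong direction. The changed probes were drawn from the brighter ones, so these shares do not describe dim genes or genes silent in 1 group. A smaller share of probes was changed than was called in the real data, which makes the adjustment stricter. The number of arrays limits the precision. The replicate numbers are shared between the groups, but deviations of same-numbered arrays from their group means correlated across genes at r = -0.23, 0.33 and -0.14, so the numbers were not taken to pair the arrays. Median signal of tested probes over background was 1.79 to 2.96 per array.

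Alternatives were the authors' processed values, other background corrections (none, normexp with an offset of 50), other scalings (median, cyclic loess), other filters on dim probes, an intensity trend or array weights, the replicate number as a block, leaving out each array, leaving out Dnmt1-/- replicates 2 and 3 or the genes of chromosome 4 (both chosen after seeing the data), the mean of a gene's probes, other list tests, folds with no test and limma's treat. The files name no chip, so chip as a block was not run. Quantile normalization after the log2 step was computed first, by mistake, and its counts were seen before it was replaced by neqc as the fixed design states. It is kept among the alternatives. Beside these, 3 gene lists were written after the values were seen. Chromosomes of genes come from the RefSeq gene table of assembly GRCm38.p6, and the authors' files name no build, so no coordinates are given. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.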

Results

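Gene expression was measured in Dnmt1+/+ MEFs and in severely hypomethylated Dnmt1-/- MEFs, with 3 arrays per group. The question was which genes change expression when DNA methylation is lost, with Hox and other Polycomb target genes of particular interest. Mean raw signal was 326 to 357 on the Dnmt1+/+ arrays. It was 396.6 on Dnmt1-/- replicate 1 and lower, 259 and 217.05, on Dnmt1-/- replicates 2 and 3. Between 14699 and 16499 probes were above background per array. Normalized values correlated at r = 0.972 to 0.987 among Dnmt1+/+ arrays, 0.956 to 0.986 among Dnmt1-/- arrays and 0.876 to 0.938 between groups, across tested probes. The median SD between replicates was 0.19 in Dnmt1+/+ and 0.25 in Dnmt1-/- MEFs on the log2 scale.

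Dnmt1 RNA fell in Dnmt1-/- MEFs. Its probe (ILMN_2720451) measured 9.65 ± 0.20 (SD, n = 3) in Dnmt1+/+ and 7.55 ± 0.56 (SD, n = 3) in Dnmt1-/- MEFs on the log2 scale, a 4.31-fold lower level (limma adjusted p = 0.0019). The probe's place relative to the altered part of the gene is not known here, so the value describes the RNA it binds. Of 8716 genes tested, 838 (9.61%) rose and 682 (7.82%) fell. With median scaling 776 genes were higher and 551 lower, and with cyclic loess 890 and 525, so the balance of rises and falls moved with the scaling. At 2-fold or more, 564 genes rose and 305 fell. Of the genes that rose, 193 were not above background on any Dnmt1+/+ array. Of those that fell, 140 were not above background on any Dnmt1-/- array. Over probes, 1339 rose and 1214 fell, with 867 and 508 at 2-fold or more. In 40.3% of genes the groups did not overlap, where chance gives 10%. Leaving out Dnmt1+/+ replicate 1 gave 484 genes higher and 334 lower, and 764 and 562 probes. Leaving out Dnmt1+/+ replicate 2 gave 458 and 281 genes, and 714 and 453 probes. Leaving out Dnmt1-/- replicate 3 gave 506 and 323 genes, and 803 and 557 probes. In alternatives chosen after seeing the data, 879 genes were higher and 792 lower without the dimmer Dnmt1-/- replicates 2 and 3, and 812 were higher and 550 lower without genes of chromosome 4.

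**Figure D1:**
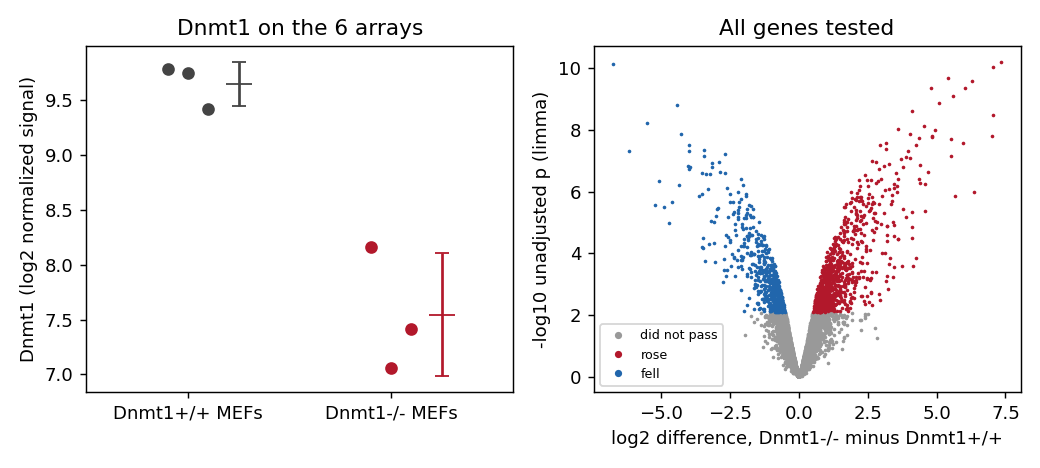
Left, Dnmt1 on each array (points, log2 normalized signal) with the mean and SD of 3 arrays per group. Right, the log2 difference of all 8716 genes against −log10 of the unadjusted limma p. Red marks the 838 genes that rose, up to 7.34 for Rps4l, and blue the 682 that fell, down to -6.74 for Grb10.

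Of the 12 named genes with the largest rises, most were not above background in Dnmt1+/+ MEFs. Rps4l, related to a ribosomal protein, was at least 100.1-fold higher, Xlr4a at least 82.6-fold and Tex19.1, a germ-cell gene, at least 85.0-fold higher in Dnmt1-/- MEFs (limma adjusted p = 3.7e-07, 3.7e-07 and 9.1e-06). Psg23, a pregnancy-specific glycoprotein, was above background in both groups and rose 131-fold (adjusted p = 3.6e-06). Casp1, which processes interleukin precursors, rose at least 50.3-fold. Nlrp4c rose at least 48.3-fold, Fmr1nb at least 41.2-fold, Psmb8, an immunoproteasome subunit, at least 33.3-fold, Nckap1l at least 30.3-fold and the vomeronasal receptor Vmn1r123 at least 29.8-fold. The homeobox gene Rhox5 and the integrin Itgb7, above background on 1 and 2 Dnmt1+/+ arrays, rose at least 51.2-fold and 46.1-fold. Among the 12 named genes with the largest falls, Grb10, an adaptor that restrains growth factor signalling, was at least 65.9-fold lower, Dlk1, an inhibitor of adipocyte differentiation, at least 53.7-fold, Scara3 at least 27.8-fold and the glutamate transporter Slc1a3 at least 27.3-fold lower. Mdk fell at least 30.3-fold, Myl9, a myosin light chain, 27.8-fold, the growth factor gene Igf2 20.2-fold and Ebf3 14.97-fold. Tfap2b fell at least 16.04-fold, Auts2 at least 14.3-fold, Tiam1 at least 13.5-fold and Alx4 at least 9.76-fold. Each of these 24 genes had adjusted p of 0.00054 or less and all arrays of a group above those of the other. Leaving out 1 array moved 4 of these bounds by over 1.5 times, to 31.9 for Casp1 and 21.6 for Psmb8 without Dnmt1-/- replicate 1, and to 42.0 for Slc1a3 and 31.2 for Igf2 without Dnmt1+/+ replicate 2.

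Pooled over the clusters, most posterior Hox genes rose, and the anterior and central ones that passed fell. Within a single cluster, only HoxA had both a posterior gene that rose and anterior or central genes that fell. Of 8 tested posterior genes (paralogue groups 9 to 13), 5 rose and 2 fell. Of 11 tested anterior and central genes (groups 1 to 8), 0 rose and 5 fell. Hoxc10 rose at least 10.4-fold (adjusted p = 0.0011), Hoxc9 3.26-fold (0.042, and 2.13-fold without Dnmt1+/+ replicate 1), and Hoxd13, Hoxa9 and Hoxd10, which were not above background in Dnmt1+/+ MEFs, at least 2.46-fold, 2.20-fold and 1.69-fold. Hoxb9 and Hoxd9 fell, by at least 1.38-fold and 1.24-fold. Hoxb2 and Hoxa2 fell at least 2.61-fold and 2.16-fold, Hoxb4 at least 2.32-fold, Hoxb6 2.40-fold and Hoxa5 1.95-fold. The mean log2 difference was 1.08 ± 1.48 (SD over genes) for posterior and -0.76 ± 0.78 for anterior and central genes, a difference of 1.85 (permutation test over genes, p = 0.0029, adjusted p = 0.0058). HoxB genes, of which 4 of 6 fell and 0 rose, had a mean of -1.04 against 0.50 for the other clusters, a difference of -1.55 (permutation test, p = 0.024, adjusted p = 0.024). Hoxb9 was the only posterior HoxB gene tested, so the HoxB comparison overlaps the one by position and is not separate from it. The study states that Hox patterns of fibroblasts vary with anatomic location. It could not formally exclude that a different origin of the Dnmt1-/- cells enhanced their Hox differences. It also reported Hox de-repression in Dnmt1+/+ MEFs demethylated with a drug, where the origin is shared. Origin was not tested here. Anterior and central HoxA genes also lay lower, at -1.42 for Hoxa2, -0.63 for Hoxa4, -0.96 for Hoxa5 and -1.08 for Hoxa7. Hoxc6 and Hoxd8 lay higher, at 0.67 and 0.32. Of all these, Hoxa2 and Hoxa5 passed. The first difference was 0.95 with the authors' processed values and 0.86 without background correction, where the HoxB difference was -0.66 (permutation test, p = 0.051), against -0.75 with the authors' values. Among genes detected on all 6 arrays both differences missed the threshold (permutation tests, p = 0.056 and 0.23), and over all alternatives p was 0.00055 to 0.056 for the first and 0.010 to 0.23 for the second.

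By cluster, HoxA had 1 gene that rose and 2 that fell of 6, HoxC 2 that rose of 3 and HoxD 2 that rose and 1 that fell of 4. In camera the posterior list shifted up (adjusted p = 0.020, or adjusted p = 0.32 with an estimated correlation). Its median was 1.47, or 0.95 with genes at their bounds. The anterior and central list shifted down (adjusted p = 0.018, or adjusted p = 0.48 with an estimated correlation), as did HoxB (adjusted p = 0.011, or adjusted p = 0.48 with an estimated correlation). HoxA, HoxC, HoxD and all Hox genes together were not called (adjusted p = 0.80, 0.055, 0.24 and 0.82). The 19 Hox genes together had a median of -0.45 and a mean of 0.01. Without Dnmt1+/+ replicate 3 the posterior list had adjusted p = 0.051. With p adjusted over the list alone, 6 posterior genes rose and 2 fell, 0 anterior and central genes rose and 5 fell, 2 HoxA genes rose and 2 fell, and the HoxB, HoxC and HoxD counts stayed at 4 fallen, 2 risen, and 2 risen with 1 fallen. Of the 12 Hox genes called, 5 (Hoxc10, Hoxa9, Hoxd13, Hoxb2 and Hoxa2) kept their call whichever array was left out. The other 7 lost it without at least 1 array, with adjusted p of up to 0.12 for Hoxc9, 0.15 for Hoxa5, 0.079 for Hoxb4, 0.093 for Hoxb6, 0.059 for Hoxb9, 0.062 for Hoxd10 and 0.11 for Hoxd9.

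**Figure D2:**
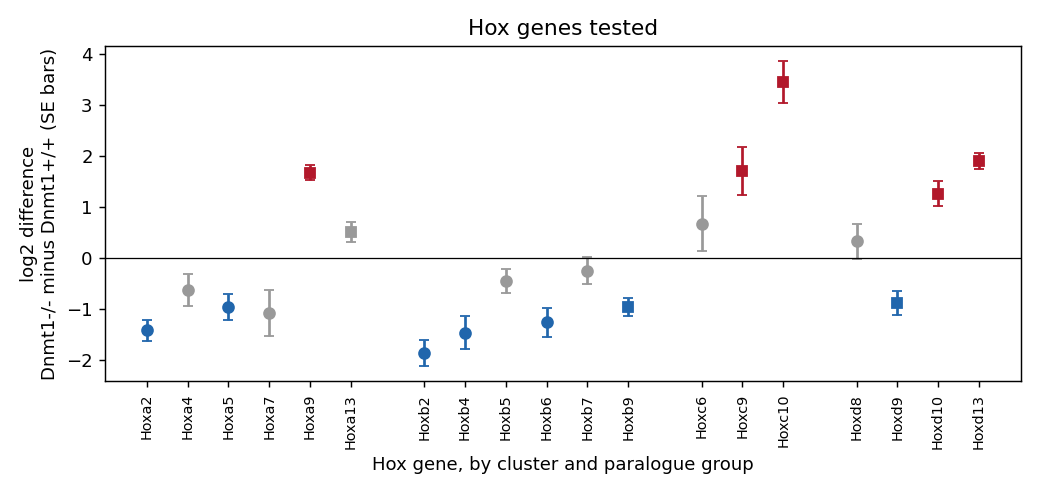
The log2 difference of each tested Hox gene with its SE (limma), by cluster and paralogue group. Squares are groups 9 to 13 and circles groups 1 to 8, red rose, blue fell and grey did not pass. The highest is Hoxc10 at 3.45 and the lowest Hoxb2 at -1.87.

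Of the Hox and other Polycomb targets assayed by qRT-PCR, 4 passed the detection filter and 4 rose. These were Wnt10a (at least 26.1-fold), Hoxc10, Vax2 (at least 4.61-fold, adjusted p = 0.00015) and Hoxc9 (camera adjusted p = 6.6e-05, or adjusted p = 0.32 with an estimated correlation). The study chose this list on cells of these genotypes, so it is not independent evidence of direction, nor is its count of 4 risen adjusted over the list alone. Hoxa10, Hoxc13 and Hand2 were above background on 2 of 3 Dnmt1-/- arrays and 0 Dnmt1+/+ arrays. Hoxa11 and Hoxc12 were above background on 0 arrays. Pcdhb18 and Pcdhb20, also assayed by qRT-PCR, were above background on 0 arrays and on 1 Dnmt1-/- array, so neither was tested.

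Germline genes that DNA methylation silences in somatic cells rose together. Of 16 tested, 11 rose, 1 fell and 4 did not pass (camera adjusted p = 2.6e-11, or adjusted p = 0.046 with an estimated correlation). Their median log2 difference was 1.93, or 1.41 with genes at their bounds. Beside Xlr4a and Tex19.1, Tex13b rose at least 17.4-fold and Magea2 at least 11.7-fold. The member that fell was Tdrkh (named after its value was seen). Another 67 members with a probe did not pass the detection filter. A member above background on 0 Dnmt1+/+ arrays could pass it only if above background on all 3 Dnmt1-/- arrays. The filter thus favours a high share of rises among the members tested. With no filter the list still shifted up, with a camera adjusted p of 6.2e-05. The count adjusted over the list alone was 13 risen and 1 fallen. Among genes detected on all 6 arrays the list was not called (adjusted p = 0.55), since that filter leaves out genes silent in Dnmt1+/+ MEFs. Of 5 tested trophoblast and yolk sac markers 3 rose, Psg23, Rhox5 and Prl2c2 (4.62-fold), and Plac1 and Apoa2 did not pass (camera adjusted p = 0.0021, or adjusted p = 0.31 with an estimated correlation). There 4 rose when adjusted over the list alone. Rhox5 was the 1 tested member of the Rhox cluster.

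Interferon-stimulated genes rose as a group. Of 27 tested, 15 rose, 1 fell and 11 did not pass (camera adjusted p = 2.1e-07, or adjusted p = 0.48 with an estimated correlation). The member that fell was Trim25 (named after its value was seen). Psmb8 led the list, Ifi27 rose 9.83-fold and Gbp2, a guanylate-binding protein, at least 7.98-fold. Without Dnmt1-/- replicate 1 the bounds were 21.6-fold for Psmb8 and 4.51-fold for Gbp2. Interferon genes adjusted over the list alone gave 19 risen and 1 fallen. The median of the list over the Dnmt1+/+ mean was 3.04 on Dnmt1-/- replicate 1, 1.03 on replicate 2 and 0.98 on replicate 3, on the log2 scale. Blood and macrophage markers had 2 risen genes of 3 tested, Cd53 (at least 1.30-fold) and Cd14 (1.97-fold), and Csf1r did not pass, with 3 risen when adjusted over the list alone. Single arrays left out ended both calls, with adjusted p of up to 0.072 for Cd53 and 0.053 for Cd14. Their camera adjusted p was 0.035, or adjusted p = 0.48 with an estimated correlation, and rose to 0.055, 0.072 and 0.056 without Dnmt1+/+ replicate 3, Dnmt1-/- replicate 2 and Dnmt1-/- replicate 3. The other 21 markers with a probe, among them Ptprc, Lyz2 and Tyrobp (chosen after their values were seen), were not tested because they were too rarely above background.

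Most other Polycomb targets were not detected, with 114 of 149 transcription factors outside the Hox clusters and 39 of 51 signalling genes with a probe not passing the detection filter. Of the 35 tested transcription factors, 6 rose, 12 fell and 17 did not pass (camera adjusted p = 0.074, median -0.40). Foxq1 rose at least 4.404-fold, while Tfap2b, Alx4 and Zic1 (at least 3.69-fold) fell. The list passed as lower without Dnmt1+/+ replicate 2 (adjusted p = 0.022, with 0.022 to 0.90 over all alternatives). Adjusted over the list alone, 6 rose and 14 fell. Of 12 Polycomb target signalling genes, 3 rose and 2 fell, and as many adjusted over the list alone (adjusted p = 0.63). Wnt6 rose at least 7.95-fold and Wnt7b 8.11-fold, and Igf2 and Sfrp1 (at least 3.31-fold) fell. Imprinted genes went both ways, with 5 that rose and 8 that fell of 32 (adjusted p = 0.26). Grb10, Dlk1 and Igf2 fell, and Xist rose at least 14.9-fold. Adjusted over the list alone, 6 rose and 10 fell. Of the protocadherin gamma cluster 1 of 4 tested genes rose, Pcdhgb2 (at least 1.73-fold, list adjusted p = 0.82), and 1 rose and 1 fell adjusted over the list alone. In the beta cluster 1 gene was tested, Pcdhb22, with a log2 difference of 1.04 ± 0.35 (SE, adjusted p = 0.078). The alpha cluster had 0 tested genes.

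Xist, the RNA that coats the inactive X chromosome, was above background on all 3 Dnmt1-/- arrays and on 0 Dnmt1+/+ arrays. Eif2s3y, a Y-linked translation factor, was at least 4.24-fold lower in Dnmt1-/- MEFs and not above background there. The X-linked partners of Y genes, Ddx3x, Eif2s3x, Kdm5c and Kdm6a, had 0 of 4 called (camera adjusted p = 0.81).

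The lists of chromatin machinery were not called. Of 10 DNA methylation genes Dnmt1 and Tet1 (at least 1.48-fold) fell (adjusted p = 0.63). Of 9 PRC2 subunits, Ezh2 fell 1.76-fold and Ezh1 rose at least 1.33-fold (list adjusted p = 0.87). Their adjusted p, 0.031 and 0.042, went above the threshold without any 1 of 4 arrays for Ezh2, with up to 0.11, and without any 1 of the 6 for Ezh1, with up to 0.12. These are RNA values. At the protein level, the study's immunoblots showed no decrease of core PRC2 subunits or of total H3K27me3 in Dnmt1-/- MEFs. Of 18 PRC1 subunits Pcgf6, Pcgf5 and Rybp fell, by 1.97-fold, 1.70-fold and 1.48-fold (list adjusted p = 0.63), and their adjusted p reached 0.085, 0.085 and 0.13 when single arrays were left out. Both H3K27 demethylases, Kdm6a and Kdm6b, did not pass. Adjusted over the list alone, 1 DNA methylation gene rose and 2 fell, 1 PRC2 subunit rose and 1 fell, and 1 PRC1 subunit rose and 5 fell.

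Of 42 cell cycle genes 0 rose and 2 fell, Cdc20 and Cdca8 by 1.65-fold and 1.62-fold (camera adjusted p = 0.26), and both calls ended when single arrays were left out, with adjusted p of up to 0.14 and 0.15. Both genes lie on chromosome 4, whose genes lay lower as a block. Adjusted over the list alone 0 were called. Of 14 housekeeping genes 0 were called (adjusted p = 0.81), with 13 glycolysis genes (2 rose, adjusted p = 0.80) and 24 p53 targets (3 rose and 4 fell, adjusted p = 0.82). Fibroblast and matrix genes went both ways, with 6 that rose and 7 that fell of 34, and as many adjusted over the list alone (adjusted p = 0.99, median 0.09, mean -0.05). Tagln fell at least 5.76-fold, Fbln1 6.46-fold and fibronectin (Fn1) 4.20-fold, and Thbs2 rose 9.49-fold. Thbs2 was 5.26-fold higher without Dnmt1+/+ replicate 1 and lost its call without Dnmt1-/- replicate 3 (adjusted p = 0.060). In markers of other cell types, 1 of 4 epithelial genes rose and 1 fell (adjusted p = 0.82), 2 of 5 endothelial genes rose and 1 fell (0.18), 1 of 4 muscle genes rose (0.82, median -0.19, mean 0.28), 1 of 4 neural genes fell (0.28) and 2 of 4 cartilage, bone and fat genes fell (0.062), among them the collagen gene Col2a1 (at least 9.995-fold). Calls in these lists that ended when single arrays were left out were those of Krt14 (adjusted p up to 0.059) and Krt19 (0.052) in epithelial, Eng (0.093) in endothelial, Lpl (0.052) in cartilage, bone and fat, Eno2 (0.12) and Pfkp (0.083) in glycolysis, and Ddb2 (0.13), Ptp4a3 (0.11) and Dcxr (0.12) among the named p53 targets. When adjusted over the list alone, 4 endothelial genes rose and 1 fell, and the counts of the p53, glycolysis, housekeeping and other marker lists of this paragraph were as over all genes.

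**Figure D3:**
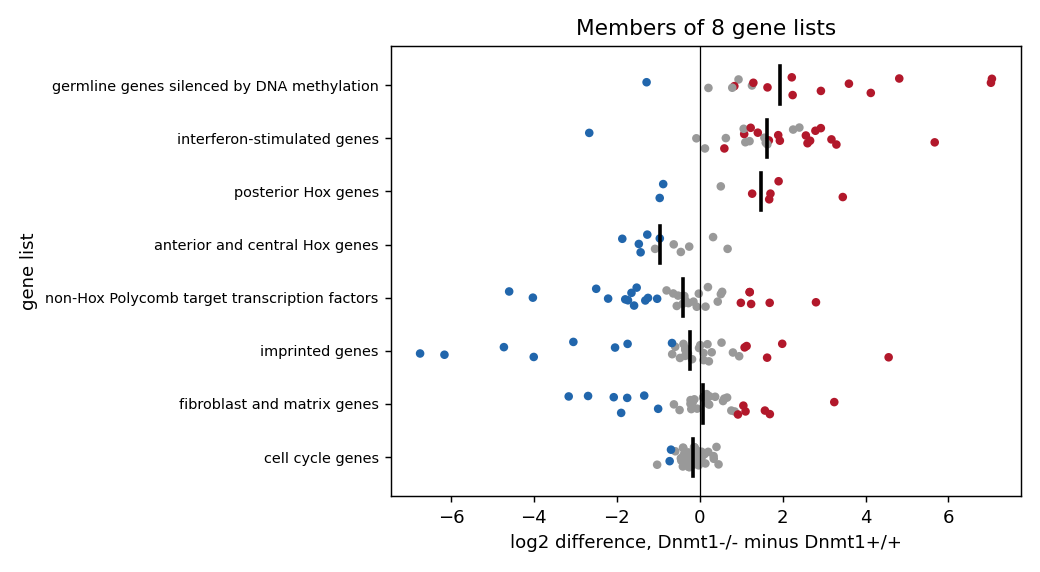
The log2 difference of each tested member of germline, interferon, posterior Hox, anterior and central Hox, non-Hox Polycomb target, imprinted, fibroblast and cell cycle lists (points, red rose, blue fell, grey did not pass), with the median as a black line. The median is 1.93 for germline genes and -0.17 for cell cycle genes.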

Values the study reported

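The study reported less than 20% residual methylated cytosine in the Dnmt1-/- MEFs. On promoter arrays it reported lower H3K27me3 at 1,453 promoter regions and higher H3K27me3 at 81. These are other measurements than RNA levels on expression arrays, so they are not set against the counts given here. On RNA, the study reported raised expression of genes with lower promoter H3K27me3, by mRNA-seq and expression arrays. It also reported de-repression of imprinted genes (data not shown) and, by mRNA-seq, of Hoxc11 to Hoxc13, which did not pass the detection filter here. It described a similar effect at HoxA and HoxD, and no RNA rise at HoxB though H3K27me3 was lost there. Selected genes were also raised by qRT-PCR, and in Dnmt1+/+ MEFs after a demethylating drug or Dnmt1 knockdown. Its H3K27me3 gene sets were not used here. The imprinted and non-Hox Polycomb target lists used here went both ways. They were not chosen by loss of H3K27me3, and most non-Hox Polycomb targets with a probe did not pass the detection filter. The transcription factors named above that fell were above background on all Dnmt1+/+ arrays, so they were not silent there. The imprinted rises include Xist, and whether the lines differ in sex was not tested. These lists therefore do not test the rises that the study reported.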

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

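Tests with the dimmer Dnmt1-/- replicates 2 and 3 left out, with genes of chromosome 4 left out and with quantile normalization of log2 values were chosen after seeing the data. Over 26 alternatives (23 planned) 0 called results changed direction, list shifts stayed on their side of the threshold in 663 cases, passed it in 19 and missed it in 29, and the 112 named genes did so in 2064, 33 and 183. An intensity trend, the replicate block and leaving out chromosome 4 keep a gene's fitted difference. A named gene could therefore not change direction under them. Quantile normalization of log2 values, computed first by mistake, gave 1347 probes higher and 1227 lower. Dnmt1 was lower under all 21 of its alternatives, with log2 differences of -2.42 to -1.49. Where no reason is given below, the cause was not tested.

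Counts of probes changed at least 2-fold were 318 higher and 170 lower with the authors' values, 277 and 154 with no background correction, 491 and 249 with normexp, 371 and 176 for folds of mean values with no test, and 413 and 232 with treat, and 572 higher with no filter. The lower count was 1051 without the dimmer arrays. With no filter 554 genes were higher. Detection on all 6 arrays removes genes silent in 1 group by construction and gave 719 probes higher and 663 lower (408 and 222 at 2-fold), 476 and 399 genes, Hox differences of 1.54 and -0.85, and adjusted p of 0.523 for HoxB, 0.552 for anterior and central Hox and 0.552 for germline genes. Array weights, whose fit stopped before convergence with weights of 0.23 to 8.52, gave 3328 and 4405 probes, 2022 and 2367 genes, and adjusted p of 0.0548 for posterior Hox genes and 0.0548 for blood markers. The replicate block, though the numbers were not taken to pair the arrays, gave 691 probes and 399 genes lower. Whether they do pair them is not settled. HoxB against the other clusters was -0.66 with no background correction.

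Adjusted p of blood markers was 0.0682 with the authors' values, 0.0942 with no background correction, 0.0665 with normexp, 0.889 with no filter, 0.0659 at detection p under 0.05, 0.0719 by rank sum test and 0.199 without the dimmer arrays. That of trophoblast markers was 0.246 with no filter. With an estimated correlation it was 0.480 for HoxB, anterior Hox, interferon and blood lists, 0.323 for posterior Hox and qRT-PCR lists and 0.311 for trophoblast markers. Fry gave 0.0302 for non-Hox transcription factors, 0.00800 for imprinted genes and 0.0753 for interferon genes. It tests a list against no change and not, as camera does, against the other genes, and it accounts for 6 of the list shifts that passed. The rank sum test gave 0.0859 for posterior Hox genes and 0.0314 for non-Hox transcription factors, which had 0.0449 without chromosome 4. Without the dimmer arrays HoxB had 0.0635, posterior Hox 0.0878 and anterior Hox 0.120; the lone Dnmt1-/- array is then assumed to vary like the others.

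With each array left out in turn, counts ran from 714 to 1323 probes higher and 453 to 1170 lower, and 458 to 820 genes higher and 281 to 661 lower. Adjusted p ran from 0.00933 to 0.0507 for posterior Hox genes, 0.0223 to 0.144 for non-Hox transcription factors and 0.0162 to 0.0723 for blood markers. Median signal over background, 1.79 on the dimmest array, limits what can be said of dim genes.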

Other observations

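The gene lists of this paragraph and the tests on chromosome 4, Xist and interferon genes below were chosen after the results were seen, and the splits of the arrays before. Genes of detoxification rose together. Of 23 tested glutathione S-transferases and quinone or aldehyde detoxification genes, 15 rose and 0 fell (camera adjusted p = 9.4e-12, or adjusted p = 0.16 with an estimated correlation). Gstm2 rose 17.2-fold, Aldh3b1 at least 15.6-fold and Nqo1, a quinone reductase, 12.2-fold. Of 16 genes of antigen presentation by class I molecules, 12 rose and Calr fell (adjusted p = 2.4e-08, or adjusted p = 0.17 with an estimated correlation). H2-D1 rose 6.28-fold, Tapbp 6.69-fold and the peptide transporter Tap2 at least 9.60-fold (5.31-fold without Dnmt1-/- replicate 1). Of 17 smooth muscle contractile genes, Myl9, Tagln, Acta2 (3.72-fold), Actg2 (at least 6.29-fold, or 9.54-fold without Dnmt1-/- replicate 2) and Tpm2, which lies on chromosome 4, fell and Mylk rose 8.80-fold (adjusted p = 0.028, or adjusted p = 0.33 with an estimated correlation). These lists were written because such genes stood out, so their p-values are not independent evidence.

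The real grouping gave 838 genes higher and 682 lower, 1339 probes higher and 1214 lower, and 867 and 508 at 2-fold, and the highest count among the other splits of the 6 arrays was 0 for each. It gave 8 lists called by camera, against 6 at most in another split. In each case 1 of 10 splits reached the real count, the real one itself, and 10 splits are too few for a share under 0.05. Every other split puts arrays of both genotypes in each group. A strong difference between the genotypes then adds to the spread within groups, so low probe and gene counts there were built in.

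Genes of chromosome 4 lay lower in Dnmt1-/- MEFs: of 538 tested, 132 fell and 26 rose, and their median log2 difference was -0.46 against -0.04 for other autosomes, a shift of -0.43, or -0.27 with the authors' processed values (camera adjusted p = 1.9e-10, or adjusted p = 0.0050 with an estimated correlation). The signal level of the probes is argued against by matched lists: the lowest median of 10000 lists matched on mean signal was -0.13, and 0 were as low. A lower copy number of chromosome 4 in the Dnmt1-/- line is a candidate explanation: 10 of 10 blocks of neighbouring genes lay at least 0.2 below the other autosomes, against 13 of 146 blocks elsewhere, and the shift was -0.42, -0.41 and -0.43 on the 3 Dnmt1-/- arrays. No DNA measurement was used here, so an effect of lost methylation along this chromosome stays open. Of the other chromosomes, 11 and 17 lay higher (adjusted p = 5.0e-05 and 0.048, or adjusted p = 0.0050 and 0.043 with an estimated correlation), and 2 lay lower and 14 and 16 higher (adjusted p = 0.016, 0.026 and 0.026, or adjusted p = 0.17, 0.32 and 0.41 with an estimated correlation).

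Xist was detected by 4 of 4 probes on all 3 Dnmt1-/- arrays, and Eif2s3y by 1 of 2 probes on all 3 Dnmt1+/+ arrays. Labels swapped between the groups, for some or all arrays, are argued against by Dnmt1, since 0 of 3 Dnmt1-/- arrays had it at or above the lowest Dnmt1+/+ array (8.16 at most against 9.42). Silencing of the only X chromosome by the raised Xist is argued against by the median of 282 X-linked genes, which lay 0.079 above that of autosomal genes (95% bootstrap interval -0.01 to 0.14). No Y chromosome in the Dnmt1-/- line cannot be told apart from a fall of Eif2s3y alone, since of the 6 probes of the Y-linked genes Kdm5d and Uty 0 were above background on all 3 Dnmt1+/+ arrays. Of these probes, 2 were above background on some Dnmt1+/+ array and 0 on any Dnmt1-/- array. That leans the same way as Eif2s3y, but their lowest detection p, 0.0053 for Kdm5d and 0.0075 for Uty, was close to the limit of 0.01. Whether the lines differ in sex, or Xist was raised by lost methylation, was not tested.

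The interferon-stimulated genes had a median above that of Dnmt1+/+ MEFs on all 3 Dnmt1-/- arrays, highest on replicate 1. Blood cells in the Dnmt1-/- cultures would bring their abundant transcripts, and 3 of 24 blood and macrophage markers with a probe were above background on all 3 Dnmt1-/- arrays, with Ptprc, Lyz2 and Tyrobp on 0. Of those 3 markers, Csf1r and Cd53 were above background on no Dnmt1+/+ array, and Cd14 was on all of them. Dnmt1-/- replicate 1 alone is argued against by the other Dnmt1-/- arrays, where 20 and 22 of 27 genes lay above all Dnmt1+/+ arrays. Without it the median of the list was 0.94 (camera adjusted p = 2.9e-08, or adjusted p = 0.41 with an estimated correlation, as the call with all arrays is also lost there). An effect of lost methylation, the difference the design names, stays open, as does a difference between the lines or cultures.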
